A study of Danio rerio with 4 samples. Its data were reported in "Single-cell chromatin profiling reveals genetic programs activating proregenerative states in nonmyocyte cells" (2024).

How the data were processed

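Single-nucleus chromatin accessibility was measured by scATAC-seq, a droplet assay in which a transposase cuts open DNA and each fragment carries the barcode of its nucleus. The nuclei came from non-cardiomyocytes (nonCMs) of zebrafish hearts at 0, 2, 7 and 14 days post amputation (dpa) of the ventricular apex, with 1 library per time point. Per the labels, the fish were wild type and nuclei were prepared with the 10X Genomics single-cell ATAC protocol.

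The deposited matrix holds 1 row per nucleus and 1 column per peak. Each deposited value was 0 or 1, so the authors' values are binarized calls of a peak as open or not open in a nucleus, although the deposit is described as raw counts. According to the methods of the study, reads were aligned and preprocessed with cellranger-atac, the 4 time points were merged, and SnapATAC was used downstream. Nuclei outside limits on log UMI were removed, as were clusters of cardiomyocytes and putative doublets, and MACS called peaks on sub-clusters. Whether the peaks of the matrix are those calls is not stated. The matrix has 1 common peak set for all nuclei. The versions of these tools, the genome build of the matrix and the coordinate convention are not stated in it. The study names GRCz11 for its transcription start sites. Coordinates are given as the matrix gives them, and peak width is the end minus the start.

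No row or column name ties a nucleus to a library. All 2737 rows were therefore treated as 1 pooled sample, and 0 of the 4 samples could be mapped to rows. No comparison between time points was made, no p-value was computed, and nuclei were not treated as replicates of a time point. Random splits of the rows, used further on, exchange single nuclei and so cover the sampling of nuclei only. Intervals on shares of nuclei are exact Clopper-Pearson intervals at 95%. They cover counting error only.

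Depth was the number of open peaks of a nucleus. The limits fixed before the data were examined assumed counts, with at least 1000 counts per nucleus. Because the values are binarized and the nuclei number the same as those the study kept, every nucleus was used in place of that limit, and the limit became an alternative. This was decided after the values were seen. No doublet caller was run, since the methods of the study state that clusters of putative doublets were removed and the matrix has as many nuclei as the study kept.

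Clustering followed the settings fixed before the data were examined. Peaks open in at least 10 nuclei were weighted by term frequency and inverse document frequency, with term frequencies scaled to 10000, and reduced by truncated singular value decomposition. Components whose absolute correlation with log depth was 0.5 or more were left out, which removed component 1 with a correlation of 0.913, and the next 15 were kept. A shared-neighbour graph over 15 neighbours was grouped by the Leiden algorithm at resolution 1. Clusters are numbered from the largest and carry no cell type name.

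To measure how well clusters were carried by independent peaks, nuclei were clustered on peaks of the odd-numbered chromosomes alone. The cluster of each nucleus was then recovered from its peaks on the even-numbered chromosomes, with multinomial profiles learned on the other nuclei of a random split into equal parts. To each profile 5000 calls were added, spread as in all learning nuclei. Clusters were also weighted by their share of the learning nuclei. The weighting favours large clusters, and the added calls flatten the profiles of small ones most. Clusters were joined into families where their log2 profiles over odd-numbered chromosomes correlated at 0.5 or more. That limit and the family step were chosen after the data were seen. Leading peaks of a cluster are the peaks on even-numbered chromosomes with the highest ratio of CPM in the cluster to CPM in all other nuclei, after 10 CPM was added to both, among peaks open in at least 20 nuclei. CPM here is the open calls of a peak over the total open calls of those nuclei, times 1e6. The rule for named loci and peaks fixed beforehand needed gene positions or time points, so the leading peaks follow a rule made after the values were seen.

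Nearby peaks were compared by the number of nuclei open at both, over the number expected from the depth of each nucleus and the rate of each peak in its cluster. This used peaks open in at least 50 nuclei. Random draws used fixed seeds.

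The clustering and recovery steps were tested on simulated nuclei with the depths of the 2737 real nuclei and the frequencies of the 50394 real peaks. With 6 groups that each had 2000 peaks raised 4-fold, 6 clusters were found, with an adjusted Rand index of 1 against the simulated groups, and 99.0% of nuclei were recovered. With 200 peaks raised per group, 6 clusters were found with an index of 0.858, and 28.4% of nuclei were recovered. With no groups, 21 clusters were found and 5.52% of nuclei were recovered, so a number of clusters on its own says nothing about groups.

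The annotation at hand is for another assembly than any the study names, and no genome sequence was used. Gene names at peaks, cell type names, the genomic distribution of peaks and motif content are not analysed here. The alternatives tried were other resolutions, 30 components, other limits on nuclei and peaks, each chromosome set on its own, and other limits for families. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9 were used.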

Results

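The chromatin landscape of nonCMs during zebrafish heart regeneration was profiled by scATAC-seq at 0, 2, 7 and 14 dpa, with 1 library per time point. NonCMs are the cells of the heart other than cardiomyocytes. The matrix held 2737 nuclei and 50394 peaks on 25 chromosomes. The rows carried 2731 distinct barcodes, and 6 barcodes occurred in 2 rows. As no name tied a nucleus to a library, all values describe the pooled nuclei of the 4 time points, and changes in accessibility after amputation, which the design addresses, are not analysed here. There are no replicates, and intervals cover counting error only.

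Of all values in the matrix, 2.71% were open calls, 3742096 in total. A nucleus had a median of 1147 open peaks, with a 95% binomial interval of the median of 1123 to 1174. The 5th and 95th percentiles were 506 and 2844, and the range was 77 to 10959. At least 1000 peaks were open in 1673 nuclei (61.1%), and at least 500 in 2606 nuclei (95.2%). The 10% of nuclei with the most open peaks held 23.8% of all open calls. A log10 number of open peaks of 3.5 to 5, the range that was applied upstream to log UMI, was reached by 90 nuclei (3.29%), whose median was 4049 open peaks. Open peaks are not UMIs, so this share is not a share of nuclei that fail the filter of the study.

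**Figure D1:**
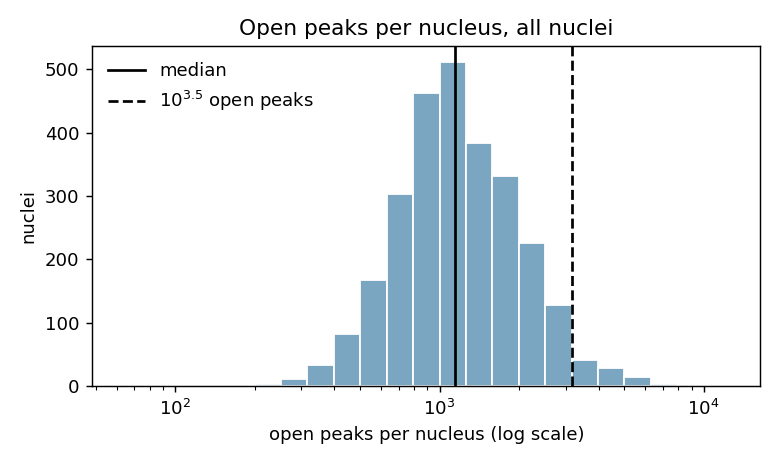
Number of nuclei (vertical axis) by open peaks per nucleus (horizontal axis, log scale) for all 2737 nuclei, with the median of 1147 as a solid line and a log10 of 3.5 as a dashed line. Most nuclei lie left of the dashed line, and 90 lie to its right.

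Peaks were 200 to 1877 bp wide, with a median of 323 bp and quartiles of 241 and 446 bp. Exactly 200 bp was the width of 4922 peaks (9.77%). The peaks covered 18.6 Mb in sum, no neighbouring peaks overlapped, and the median gap between neighbours was 10601 bp. The median peak was open in 35 nuclei (1.28%), and 13 peaks were open in none. At least 1% of nuclei were open at 29132 peaks (57.8%), and the median width of this subset was 416 bp. At least 10% of nuclei were open at 2647 peaks (5.25%), which held 30.8% of all open calls.

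Wide peaks were open in more nuclei. Across peaks, the Spearman correlation of width and number of open nuclei was 0.807, and the Pearson correlation of their logarithms was 0.800. Peaks are not independent replicates, so no test was made. A wider peak also has more room for a cut, and the signal of these same nuclei may have set the widths. The correlation therefore describes the peak set and is no evidence about chromatin. Among peaks open in at least 1% of nuclei, the Spearman correlation was 0.630. The median width was 665 bp for peaks open in at least 10% of nuclei and 236 bp for peaks open in under 1%.

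A single peak was open in more than 50% of nuclei. It lay on chromosome 12 from 22559697 to 22560702 and was open in 1665 nuclei (60.8%, 95% interval 59.0 to 62.7). The peak next in rank lay on chromosome 14 from 31565864 to 31567672 and was open in 1318 nuclei (48.2%, 46.27 to 50.05). These peaks were picked for their rank after their values were seen.

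Peak density was lowest on chromosome 4. It had 21.8 peaks per Mb of the span from its first to its last peak, against 33.0 to 47.4 on the other 24 chromosomes, whose mean was 38.6 with an SD of 3.32. Beyond the midpoint of its span lay 187 of 1696 peaks (11.03%), against 1509 before it. The density was 38.7 peaks per Mb up to the midpoint at 39001290 and 4.80 beyond it. On the other 24 chromosomes, 41.8 to 56.2% of peaks lay beyond the midpoint, with a mean of 49.7% and an SD of 4.05. Of the 78 bins of 1 Mb on chromosome 4, 42 held 5 or fewer peaks and 6 held none, and no other chromosome had an empty bin. These 42 bins formed a continuous stretch from 30 to 72 Mb that crossed the midpoint and held 62 peaks. The 30 bins before it held 1494 peaks, with 9 to 94 per bin, and the 6 bins after it held 140, with 16 to 33 per bin. The peaks that were present beyond the midpoint were open in a median of 29 nuclei, against 34 before it. With peaks open in at least 1% of nuclei, the share beyond the midpoint was 10.1%.

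**Figure D2:**
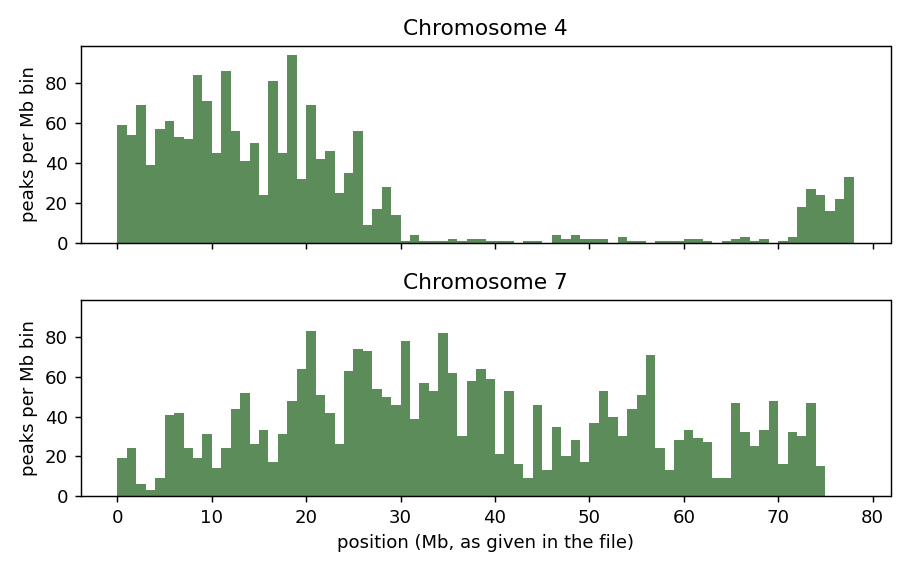
Peaks per 1 Mb bin (vertical axis) along chromosome 4 and, for comparison, chromosome 7 (horizontal axis, position in Mb as given in the matrix), where each bar is 1 bin. On chromosome 4, the 42 bins from 30 to 72 Mb hold 5 or fewer peaks each, and such a stretch is not seen on chromosome 7.

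Heterogeneity among the nuclei was examined by clustering, which gave 18 clusters. With 90 deep nuclei in place of all, 5 clusters were found, and this alternative moved the number most. Starting the algorithm from 10 seeds gave 18 to 20 clusters, with adjusted Rand indices of 0.840 to 0.991 against the first. The largest cluster held 411 nuclei (15.02%, 95% interval 13.7 to 16.4). Clusters 2 to 6 held 348, 331, 283, 246 and 198 nuclei, and the 6 largest clusters together held 66.4% of nuclei. Another 6 clusters held under 60 nuclei each and 8.70% of nuclei in sum. The median number of open peaks ranged from 707 in cluster 7 to 1903 in cluster 8, so clusters differed in depth although the component that followed depth most was left out.

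Clusters made from odd-numbered chromosomes were next recovered from even-numbered chromosomes, to measure how far the grouping was carried by peaks that had no part in making it. The odd-numbered chromosomes gave 17 clusters, and 2055 of 2737 nuclei were recovered in their own cluster (75.1%, 95% interval 73.4 to 76.7). The largest of these clusters held 12.97% of nuclei, and nuclei simulated with no groups gave 5.52%. Recovery was 67.0% (64.1 to 69.8) among the 1064 nuclei with under 1000 open peaks and 80.2% (78.2 to 82.1) among the 1673 deeper ones. Clusters differed in depth, and with each cluster weighted by all its nuclei the values were 71.8 and 76.4%. Recovery was higher in the deeper nuclei of 10 of the 17 clusters and lower in those of 7. With the chromosome sets exchanged, 79.7% of nuclei were recovered. Restricting both steps to the 90 deepest nuclei moved the value most, to 96.7%, but gave only 4 odd-chromosome clusters, the largest with 42.2% of nuclei, so the values are not comparable.

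Recovery was uneven between clusters. Among the odd-chromosome clusters, clusters 4 and 7 were recovered in 95.8 and 96.6% of their nuclei. Cluster 5, with 246 nuclei, was recovered in 20.7%, and 45.9% of its nuclei were placed in cluster 3. Cluster 14 was recovered in 14.0% of its 50 nuclei, with 70.0% placed in cluster 4. Clusters 15 and 17, with 26 and 20 nuclei, were recovered in 7.69 and 30%. The weighting by cluster size draws nuclei to larger clusters, so low recovery of small clusters cannot be laid to their peaks alone. Small size did not always give low recovery, as cluster 16, with 23 nuclei, was recovered in 78.3%.

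**Figure D3:**
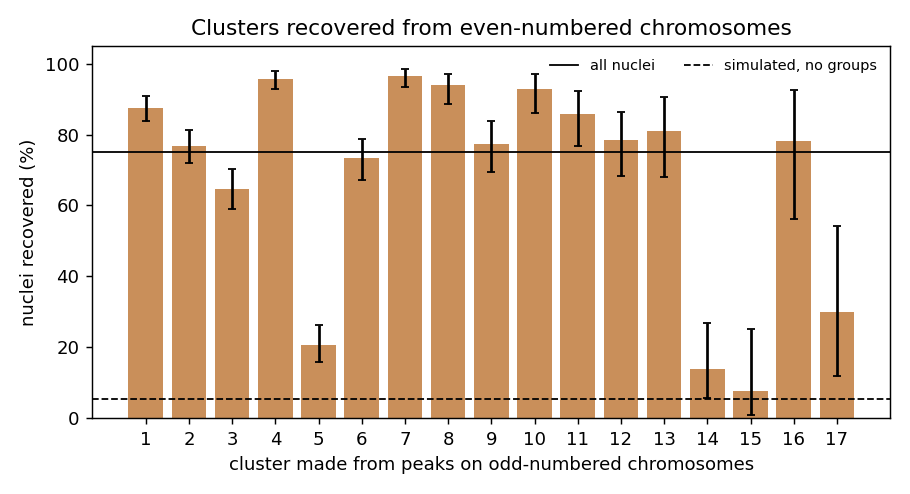
Percent of nuclei recovered from even-numbered chromosomes (vertical axis) for each of the 17 clusters made from odd-numbered chromosomes (horizontal axis), with exact 95% binomial intervals as error bars, the value over all nuclei (75.1%) as a solid line and that of nuclei simulated without groups (5.52%) as a dashed line. Clusters 5, 14, 15 and 17 lie at 30% or lower, and the other clusters at 64.8% or higher.

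The profiles of clusters over even-numbered chromosomes showed which clusters resembled each other. For the 11 largest odd-chromosome clusters, the correlation between profiles of random parts of the same cluster was 0.432 to 0.811 over 8970 peaks. Clusters 3 and 6 correlated with each other at 0.788, and clusters 1 and 2 at 0.700. The profile of cluster 5 correlated with that of cluster 3 at 0.705, above the 0.641 between its own parts. The lowest correlation of a pair was -0.385, between clusters 1 and 7.

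**Figure D4:**
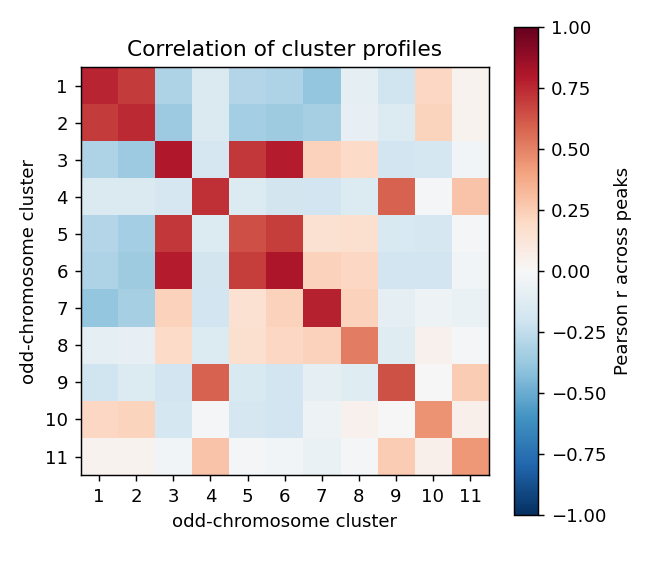
Pearson correlation (colour scale) across 8970 peaks on even-numbered chromosomes between the profiles of the 11 largest odd-chromosome clusters (both axes), where the diagonal compares random parts of the same cluster and each other cell is a mean over both orders of parts. Clusters 3, 5 and 6 form a block, as do clusters 1 and 2 and clusters 4 and 9.

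Joining clusters with profile correlations of at least 0.5 gave 10 families, a step added after the values were seen. The nuclei were recovered in their own family in 95.1% of cases (94.3 to 95.9). There are fewer families than clusters, so this share is not comparable with the 75.1% for single clusters. The first family joined clusters 3, 5 and 6 and held 784 nuclei (28.6%). The second joined clusters 1 and 2 with 691 nuclei (25.2%), the third clusters 4, 9 and 14 with 477 nuclei (17.4%), and the fourth clusters 7, 12 and 13 with 379 nuclei (13.8%). Not every family was recovered well. Clusters 15 and 17 each stayed a family alone, recovered in 7.69% of 26 and 30% of 20 nuclei. Profiles of small clusters hold more counting noise, which lowers a correlation, so such clusters can stay alone without a distinct profile. Even random parts of clusters 10 and 11, with 99 and 91 nuclei, correlated at only 0.449 and 0.432 over even-numbered chromosomes. With a limit of 0.4 the recovered share was 96.8% over 8 families, and with 0.6 it was 93.2% over 12.

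Single peaks on even-numbered chromosomes differed in openness between odd-chromosome clusters. In cluster 4, a peak on chromosome 18 from 20141691 to 20142515 was open in 107 of 286 nuclei (37.4%, 31.8 to 43.3), against 34 of 2451 other nuclei (1.39%, 0.963 to 1.93). The median depths were 1224.5 and 1137 open peaks. In cluster 6, a peak on chromosome 20 from 6812318 to 6813046 was open in 35.8% of 240 nuclei and 4.37% of the others. The peak leading cluster 1, on chromosome 14 from 31236882 to 31237431, was open in 27.9% of 355 nuclei and 2.90% of the others, but cluster 1 was deeper, with medians of 1617 and 1097 open peaks. These peaks were selected for their ratio in the same nuclei, so the differences run high.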

Values the study reported

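The study reported 2737 high-quality nuclei from uninjured and regenerating ventricles and described 7 clusters of nonCMs. Its methods state a number of 9 cell types and list 7 of them by name, and 3 subtypes were described for each of endocardial endothelial cells, Epi/FBs (epicardial cells and fibroblasts) and macrophages. Each sample was loaded with a target of 10,000 nuclei and sequenced to a target of 25,000 reads per nucleus. Nuclei were kept at a logUMI of 3.5 to 5, and the neighbour graph used 15 eigenvectors.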

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

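The limit of 1000 open peaks, the chromosome sets, the limits for families, and every alternative for recovery across chromosomes and for pairs of peaks were chosen after the data were seen. For the number of nuclei, their depth, the number of clusters and cluster shares, the other alternatives were fixed before the data were examined. The limit of 1% on peaks was fixed then for their genomic distribution, and was applied to peak results chosen later. Labels gave 1 library per time point and the rows carry no library, so leaving out replicates did not apply. No paired analysis was possible because no comparison between groups was made.

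With nuclei of at least 1000 open peaks, 1673 nuclei were kept, the median was 1525 open peaks, the number of clusters was 18 and 77.6% of nuclei were recovered across chromosome sets. With a log10 number of open peaks of 3.5 to 5, 90 nuclei were kept, the median was 4049, 5 clusters were found and 96.7% of nuclei were recovered. The changes in the number of nuclei and in their median follow from the limits themselves. For the clusters and their recovery, the cause was not tested.

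Recovery across chromosome sets moved beyond its binomial interval in every alternative run, and the cause was not tested. It was 82.5% at resolution 0.5, 68.8% at resolution 2, 83.1% with 30 components and 79.7% with the chromosome sets exchanged. The odd-numbered chromosomes gave 13, 21 and 16 clusters in the first 3 of these settings, and 15 and 4 with the limits on nuclei above, against 17. The number of clusters in these settings, 14, 24 and 16, stayed within 1.5 times of 18, as did the 17 and 16 from odd-numbered and even-numbered chromosomes. Families recovered 96.8% of nuclei at a limit of 0.4 and 93.2% at 0.6. Recovery was 67.0% below 1000 open peaks and 80.2% at or above it, but 71.8 and 76.4% with each cluster weighted by all its nuclei, so part of the difference by depth went with the clusters. Nuclei were not thinned for this comparison.

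With peaks open in at least 1% of nuclei, the median width rose from 323 to 416 bp and the Spearman correlation of width and open nuclei fell to 0.630. The rise in width follows from the limit, since wide peaks were open in more nuclei. The limit also narrows the range of openness, and whether that alone lowered the correlation was not tested. The share of the peaks of chromosome 4 beyond its midpoint, 10.1%, stayed within its interval. For the shares of the 6 largest clusters, 10 of 18 values moved beyond their interval in settings with all nuclei. With restricted nuclei all 9 did, but a limit on depth changes the share of a cluster by itself. Cluster 1 held 7.05% of nuclei with at least 1000 open peaks, against 7.29% when the clusters from all nuclei were counted in those nuclei. But cluster 4 held 6.46% against 10.8% and cluster 6 held 4.78% against 8.61%. The near-equal shares of cluster 1 did not mean the same nuclei. Of the nuclei in either form of cluster 1, a fraction of 0.364 was in both, the lowest of the 6 clusters in this setting. For peaks 1 to 20 kb apart, 12 of 14 ratios moved by more than the SD over chromosomes, and all 14 stayed above 1, from 1.06 to 1.21. For pairs on different chromosomes 1 of 7 moved. The share of cluster 1 ranged from 6.39 to 20.7%. In some settings a cluster had no counterpart and gave no value.

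Alternatives on promoter windows, marker loci, counting, scaling, pseudocounts, low peaks, motif windows, control motifs, motif definitions, matched random lists, sub-clusters and thinned libraries were not run. They needed gene positions, genome sequence, counts or the time point of each nucleus, which were not used here.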

Other observations

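Apart from the number of clusters, all results in this part were chosen after the matrix was first seen. The tests on cluster shares between runs of rows and on windows were chosen after the results they bear on were seen, as were all alternatives for pairs of peaks and for recovery across chromosomes. No biological explanation was tested in this part, since the rows carry no group.

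The number of clusters here was 18. That is higher than the numbers of clusters and of cell types quoted from the study above, which leave out the subtypes it described. Nuclei simulated without groups gave 21 clusters, so the higher number does not show finer groups. The methods differ, since bins of the genome were clustered in the study and peaks here. Joining of similar clusters was run only on the 17 clusters from odd-numbered chromosomes, which gave 10 families.

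Clusters from odd-numbered chromosomes were recovered from even-numbered chromosomes in 75.1% of nuclei. Nuclei simulated without groups but with the real depths gave 5.52%, far under that value. Simulated nuclei of every depth shared the same relative peak rates. The simulation therefore cannot exclude that depth changes which peaks are open. Profiles learned on 3 of the 4 runs of rows described below recovered at least 69.4% of the nuclei of the run left out, so the grouping is not only a difference between runs.

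The rows of the matrix fell into 4 runs, each with its barcodes in alphabetical order, of 430, 715, 748 and 844 nuclei. The runs were not tied to a time point or library, and no group is assumed. Their median numbers of open peaks were 1382.5, 1294, 1230 and 898.5. The Spearman correlation of peak width and open nuclei within the runs was 0.684, 0.754, 0.783 and 0.742. Cluster 8 was taken for the tests after the shares were seen. It held 0 of the 430 nuclei of the first run, which allows a share of up to 0.854% by the exact interval, 12.4% of the next, 4.68% of the third and 2.01% of the last. This range of 12.4 percentage points exceeded the largest range in 10000 random splits of the rows into parts of the same sizes, 5.81. The range exceeded that of every random split for 9 of 18 clusters, for cluster 1 only by 9.883 against 9.874 points. Random splits measure the sampling of nuclei only. Any difference between preparations could exceed them too. It was larger than for cluster 8 in cluster 3, with 26.8 points before and 21.3 after thinning, cluster 2, with 24.4 and 33.9, and cluster 5, with 13.5 and 12.1. Cluster 14 had 79.2% of its nuclei in 1 run. After each nucleus was thinned to 500 open peaks, which left out 131 nuclei, the range for cluster 8 was 13.3 points, so depth between runs did not close it. For cluster 14, 21 nuclei were assigned after thinning, and 85.7% of them lay in the same run as before. The range for cluster 14 fell from 5.87 to 2.61 points, under its largest range of 3.59 in the random splits. As thinning also shrank cluster 14 from 53 nuclei, whether depth accounts for its range cannot be told. Thinned nuclei were assigned by profiles over all chromosomes, with the same weighting by cluster size. Thinning kept 76.4% of nuclei in their cluster and left 12 nuclei or fewer in clusters 9, 13, 15, 16 and 18, so it says nothing about those. There were as many runs as libraries, 4, and each repeated barcode had its rows in different runs. Runs that were libraries would give both. No label ties a run to a library or a time point, so what the runs are stays open.

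The 6 barcodes in 2 rows each had their rows in different runs, and 2 of the 6 pairs fell in the same cluster. The same nucleus read in 2 libraries would share more open peaks than other pairs. The pairs shared 1.11 times the expected number on average, at percentile 59.5 among 1000 random sets from the same runs, and single pairs lay at percentiles 16.7 to 88.4. This argues against the same nucleus in both rows.

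Nearby peaks were open in the same nuclei more often than cluster and depth predict. The ratio of observed to expected was 1.39 under 1 kb, 1.15 at 1 to 5 kb, 1.11 at 5 to 20 kb, 1.05 at 20 to 100 kb, 1.02 at 100 to 500 kb and 1.003 at 1 to 5 Mb. Fragments spanning both peaks would leave no excess over 5 kb, but 5 to 20 kb gave 1.11, with 1.08 to 1.14 over the 25 chromosomes. Nuclei of more than 1 kind within a cluster remain a candidate explanation that cannot be told apart. Pairs on different chromosomes gave 0.993, but scaling by depth holds that value near 1 whatever the nuclei are. With an expectation from depth only, which leaves out the clusters, it was 0.968, although 5 to 20 kb then gave 1.26. At resolution 2, 5 to 20 kb stayed at 1.11. Within the runs of rows, with peaks open in at least 20 nuclei of a run, 5 to 20 kb gave 1.06, 1.08, 1.08 and 1.14, and 3 of these 4 values lie outside the range over chromosomes, 2 below it and 1 above it. With nuclei of at least 1000 open peaks it gave 1.08. The 1 to 5 kb ratio within runs was 1.08, 1.12, 1.12 and 1.21. Each of these 5 to 20 kb ratios lay above those for different chromosomes, which were 0.982 to 0.998 over the alternatives.

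Peaks raised at least 3-fold in a cluster gathered in windows of 100 kb, with clusters made from the chromosomes not counted. Among 12 lists, 4 had a window fuller than in any of 1000 random lists of as many peaks. The fullest, for even-chromosome cluster 4, lay on chromosome 23 from 31500001 to 31600000 and held 10 raised peaks of 18, against at most 7 in random lists. The window for even-chromosome cluster 6, on chromosome 5 from 42200001 to 42300000, held 7 of 11, against at most 4. Uneven peak density alone would fill random lists as much. Random lists were not matched for openness. An earlier form of this test used clusters made from all peaks, and it was replaced because those peaks had helped to make the clusters.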
